A study of Mus musculus with 115 samples.

How the data were processed

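RNA of liver and of inguinal adipose tissue was measured on Illumina expression BeadChips, which read 1 colour per array. The animals were mice of a C57BL/6J background in which the testis-determining gene Sry is deleted from the Y chromosome and may be carried as an autosomal transgene, so that the type of gonad and the sex chromosome complement are inherited separately. The 4 genotypes were XX and XY- without Sry, which develop ovaries, and XXSry and XY-Sry with the transgene, which develop testes. Per the labels' protocols, gonads were removed at 75 days of age and each mouse received a capsule at once. The capsule was blank (B) or contained testosterone (T, 5 mM) or estradiol (E, 50 µg), and tissues were taken 3 weeks later.

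The deposited tables hold, per the file headers, the mean bead signal of each probe (an intensity on a linear scale) and a detection p-value for each array. No background subtraction or normalisation between arrays was seen in the deposited intensity values: the lowest was 89.1 in liver and 92.6 in adipose, and the medians of the arrays differed. The deposited detection p-values lay on steps that correspond to 798 negative control beads per array, which is read from the values and not from a label. The scanner software, its settings and the version of the array are not named per the file headers or the labels. The tables also hold 115 columns with the standard error of the bead signal, 60 for liver and 55 for adipose, which were not used here.

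Arrays were placed in groups by genotype, treatment and tissue from their labels. For the adipose array XX E replicate 1 the label fields disagree on the treatment, and it was kept as estradiol. Its values lay with the estradiol arrays, as given with the other label checks. The effect of leaving it out or of taking it as testosterone was computed. Replicate numbers were given here and only name an array. The position on a slide and the slide number come from the labels, and each tissue was spread over 8 slides. Every slide lacked at least 1 of the treatments, so the hormone contrasts are partly confounded with slide.

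The intensities of each tissue were processed separately in limma 3.58.1 under R 4.3.3. Background was corrected by normexp with the negative control distribution inferred from the detection p-values, 16 was added, and the values were quantile normalised and taken to log2. A probe was tested if its detection p was under 0.01 in at least as many arrays as the smallest group of the tissue, which is 5 in liver and 3 in adipose. This kept 11317 of 25697 probes in liver and 14636 in adipose. Because 16 is added before the log, differences of dim probes are understated. The number of arrays limits the precision of each difference.

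A model with a mean for each group of a tissue was fitted with lmFit and eBayes, so that all groups share an estimate of the spread for each probe. Contrasts weight the groups equally. The sex chromosome contrast is XX minus XY groups, the gonad contrast is groups with Sry minus groups without, and the hormone contrasts are testosterone or estradiol minus blank. Interactions are the difference of an effect between XX and XY groups, or between groups with and without Sry. A probe is called when its adjusted p (limma, Benjamini-Hochberg over all tested probes of the contrast) is under 0.05. There were 9 contrasts per tissue and the adjustment was made within each. Means and SDs of the arms are given over arrays, so in adipose, where the groups hold 3 to 5 arrays, their difference can depart slightly from the contrast.

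Genes are named by the symbol of the array table, with the current symbol where it differs. Current symbols were taken from the RefSeq gene table of assembly GRCm38.p6. Through it 10982 of the 11317 tested liver probes (97%) and 14186 of the 14636 tested adipose probes (96.9%) were matched by symbol or synonym. The genome build behind the probe table is not stated, so the gene table served only for names and for which genes neighbour each other, and no coordinates are given. Probes of close gene family members, such as those of the Cyp2b, Cyp3a and Cyp4a families, can hold signal of more than 1 member, which was not tested.

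The genes named in the text follow a rule set before the data were examined. For the sex chromosome contrast these are Xist, Ddx3y, Eif2s3y, Kdm5d and Uty and the X-linked genes Kdm6a, Eif2s3x, Kdm5c and Ddx3x, and for the hormones Pgr, Greb1 and Esr1, where they were tested. For each of the 4 single-factor contrasts, the 3 largest positive and the 3 largest negative called differences with the same sign in every stratum were added, with 1 probe per gene. The largest increases and decreases named in the results are the largest within this rule. A stratum is a genotype for a hormone, and a combination of treatment and the other factor for sex chromosome and gonad. For each interaction the 2 probes with the smallest adjusted p were added if called. Some items that this rule picks are not reported here. For a gene with several tested probes and not chosen by size, the probe with the highest mean is given. A fold is given as a lower bound where a probe was not detected in any array of the dimmer arm. It sets the mean of the brighter arm against the mean over the dim arrays of the higher of the probe's own signal and the lowest signal among detected probes.

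The gene lists were also set before the data were examined, except the list of liver transcripts used for adipose arrays, which was written after an unplanned look at the main axes of variation. The liver lists hold 14 genes known as male-biased and 18 known as female-biased in mouse liver. The adipose lists hold 18 genes of mammary epithelium, 12 of lymph node, 10 of skeletal muscle and 10 of adipocytes. Lists were tested with camera at its preset correlation, with fry and with camera at an estimated correlation beside it. The adjusted p of a list is over all lists and single-factor contrasts of the tissue.

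The share of variance of each factor is its type II sum of squares as a percent of the total of a probe, averaged over tested probes, and was set against shuffles of the group labels. Overlaps between the hormones were set against 99 simulated sets of unchanged groups that share the blank arrays. In each set, as many probes as were called were taken by the size of their t statistic, without a threshold on p. Overlaps between tissues were tested with two-sided Fisher's exact tests on calls, since the tissues were normalised separately.

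The single-factor contrasts were tested on simulated data before use. With 200 probes changed by 1 on the log2 scale, between 87.5% (adipose testosterone, 14636 probes) and 99.5% (liver sex chromosome and liver estradiol, 11317 probes) of the changed probes were recovered, none with the wrong sign. The interactions were tested on simulated data after their counts were seen. With 200 probes changed by 1, between 71% (estradiol by gonad) and 84.5% (sex chromosome by gonad) were recovered in liver and between 42.5% (estradiol by sex chromosome) and 66% (sex chromosome by gonad) in adipose. With a change of 2, at least 98% were recovered in liver and at least 86% in adipose. These shares hold for 200 changed probes that vary independently of each other.

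The alternatives were no background correction, median centring in place of quantile normalisation, no filter on dim probes, a filter that asks for detection in at least 50% of the arrays of the tissue, slide as a block, array weights, only the compared arms in the fit, each array left out in turn, arrays at odds with their genotype label left out, and the other readings of the conflicting label. A setting with skeletal muscle, lymph node and liver scores as covariates was added for adipose after the data were seen. A check of the treatment labels, and the liver array at odds with its treatment left out, were also added after the data were seen. In this check each hormone array was compared with the testosterone and estradiol means of its genotype, from a fit without it. It was at odds if it lay nearer the other hormone in over 50% of the probes called for testosterone against estradiol and if its most correlated array also had the other label.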

Results

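Transcript levels were measured in 115 arrays from gonadectomised mice in which the gonad type is inherited apart from the sex chromosomes, 60 of liver and 55 of inguinal adipose tissue. The design separates sex chromosome complement, type of gonad (together with the Sry transgene) and hormone treatment as sources of sex differences in each tissue. The arrays fell into 24 groups of genotype, treatment and tissue. Each liver group held 5 arrays. In adipose, XX B held 3 arrays, XX T, XXSry E and XY-Sry B held 4 each, and the other groups held 5. The median raw signal of an array ranged from 124 to 159 in liver and from 130 to 230 in adipose. The share of the 25697 probes detected ranged from 31.8% to 41% (median 35.9%) in liver and from 40.3% to 49.0% (median 45.6%) in adipose. After the filter on dim probes, 11317 probes with 8510 symbols were tested in liver and 14636 probes with 10871 symbols in adipose.

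The genotype labels were first set against transcripts of the sex chromosomes. In liver, Xist was 6.84 ± 0.35 (SD, n = 30) in arrays labelled XX and 4.72 ± 0.27 (SD, n = 29) in arrays labelled XY, on the log2 scale and without the liver array labelled XY-Sry T replicate 5. Eif2s3y was 4.54 ± 0.16 and 7.57 ± 0.42 in the same arrays. The liver array labelled XY-Sry T replicate 5 showed 6.63 for Xist and 4.53 for Eif2s3y, both within the range of the arrays labelled XX. It was kept under its label, and counts without it are given beside the results. The treatment labels were set against the hormone profiles after the data were seen. The liver array labelled XY- E replicate 5 lay with the testosterone arrays, with Hsd3b5 at 12.26 against 4.50 to 11.19 in the other estradiol arrays and 11.15 to 12.95 in testosterone arrays, and was also kept under its label. The adipose array XX E replicate 1, whose label fields disagree, had Greb1 at 9.22, against 9.13 to 9.30 in the other XX E arrays and 4.78 to 5.94 in XX T arrays. In adipose, Xist was 7.60 ± 0.42 (SD, n = 26) in XX and 5.04 ± 0.32 (SD, n = 29) in XY arrays, and Eif2s3y was 4.94 ± 0.52 and 8.87 ± 0.44. No adipose array had both Xist and at least 2 Y-linked genes nearer the other class. The Ddx3y probe was detected in every XX array of both tissues, at a mean of 6.54 in liver and 9.85 in adipose, although XX mice carry no Y chromosome. The Uty probe did not part the classes in liver, with 5.00 ± 0.34 and 5.08 ± 0.32.

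**Figure D1:**
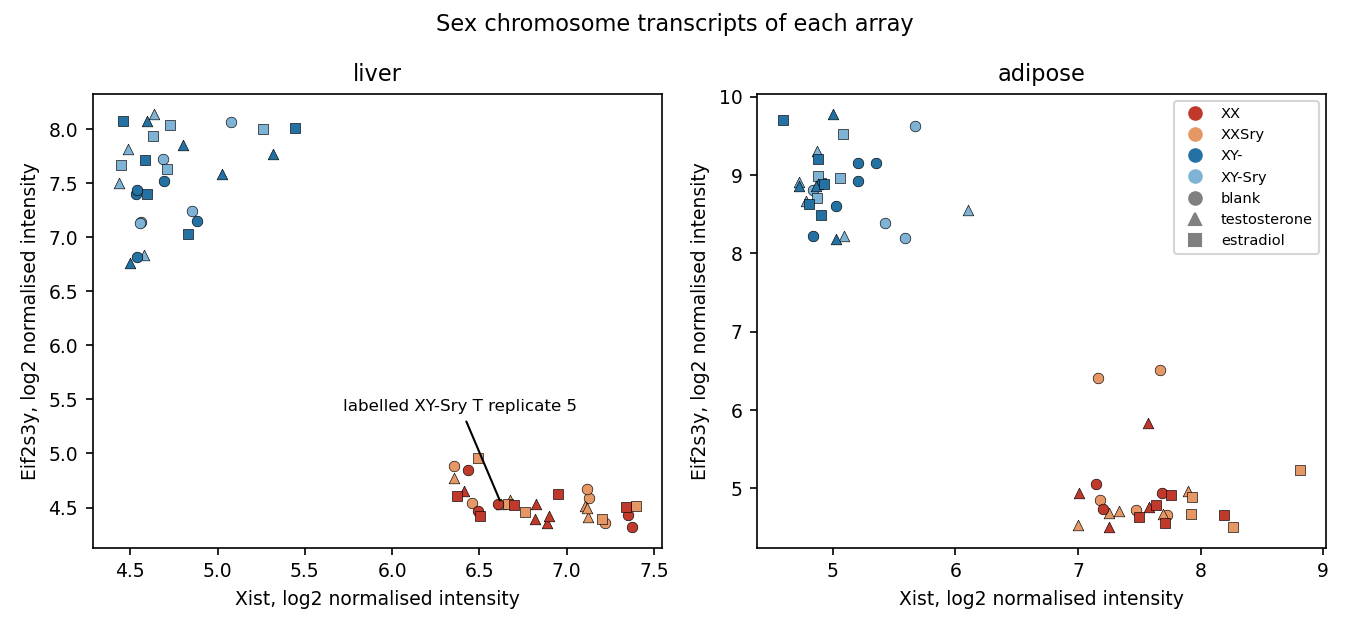
Each point is an array, with log2 normalised Xist on the horizontal and log2 normalised Eif2s3y on the vertical axis, coloured by genotype and shaped by treatment. The liver array labelled XY-Sry T replicate 5 lies among the XX arrays, at 6.63 for Xist and 4.53 for Eif2s3y.

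The contrasts asked how many transcripts differ with each factor when the others are balanced. In liver, limma called 21 probes for sex chromosome, 385 for gonad, 2162 for testosterone and 772 for estradiol. In adipose it called 20, 1075, 695 and 3003 probes in the same order. The counts rest on 60 and 55 arrays, and they depend on the processing in part. The alternative that moved a count most was array weights, under which the adipose sex chromosome contrast gave 1148 probes. With slide as a block, the liver counts were 25, 561, 2302 and 1048, and the adipose counts were 27, 1447, 256 and 2087. Without the liver array labelled XY-Sry T replicate 5, the liver counts were 21, 380, 2039 and 764. Without the liver array labelled XY- E replicate 5 they were 21, 435, 2172 and 849. The adipose sex chromosome count was 31 without XY-Sry B replicate 2, 65 without XXSry B replicate 5 and 54 without XY- B replicate 5.

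**Figure D2:**
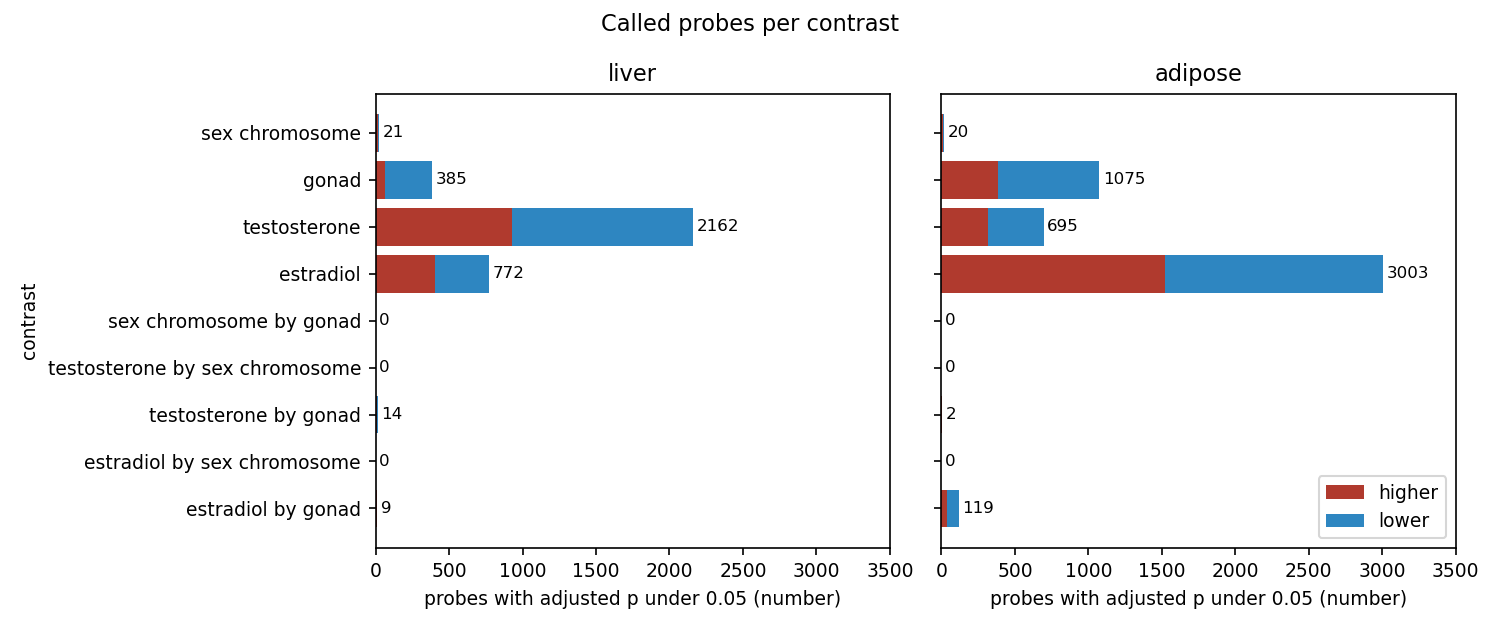
The bars give the number of probes with a limma adjusted p under 0.05 for each contrast in liver and adipose, split into higher and lower in the first-named arm (XX, Sry, hormone). Testosterone has the longest bar in liver, 2162 probes, and estradiol in adipose, 3003 probes.

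The share of variance gives a measure that does not rest on a threshold. In liver, treatment took 10.7% of the variance of a probe on average, against a mean of 3.34% over shuffled labels. Gonad took 2.46% against 1.64%, and sex chromosome took 1.44% against 1.77%. In adipose, treatment took 11.4% against 3.69%, gonad 4.50% against 1.87%, and sex chromosome 2.03% against 1.84%. Among the real labels and their shuffles, 100 sets in all, 1 was as large as the real one for treatment in each tissue. For gonad, 3 were as large in liver and 2 in adipose, and for sex chromosome 75 and 29. The liver treatment share moved most without the filter on dim probes, to 7%. Under median centring the liver share of sex chromosome exceeded that of gonad, so their order depended on the normalisation.

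For sex chromosome complement, 15 of the 21 liver probes were higher in XX and 6 were lower. The array table placed 8 of the 21 on X and 2 on Y, and gave no chromosome for 5. In adipose 13 of the 20 were higher and 7 lower, with 8 on X, 3 on Y and 6 with no chromosome given. Xist was higher in XX by 2.05 ± 0.11 (SE) in liver (limma adjusted p = 1.59e-22) and by 2.54 ± 0.08 in adipose (5.73e-28), in 6 of 6 strata each. Eif2s3y was lower in XX in liver, with a log2 difference of -2.93 ± 0.12 (adjusted p = 1.11e-26). It was not detected in any XX liver array, which makes the fold at least 3.78. In adipose its difference was -3.93 ± 0.13 (5.73e-28). The differences of Ddx3y were -3.24 ± 0.12 in liver (4.91e-29) and -2.32 ± 0.12 in adipose (4.10e-20). The source of the signal of this probe in XX arrays was not tested. Kdm5d (listed as Jarid1d) differed by -0.64 ± 0.07 in liver (8.25e-09) and by -1.27 ± 0.10 in adipose (6.55e-14). It was not detected in any XX array of either tissue, and was detected in 16.7% of XY arrays in liver and 58.6% in adipose. The fold was at least 1.05 in adipose, and no fold is given for liver, where both arms lay near background. Uty was tested in adipose and not called (-0.39 ± 0.11, adjusted p = 0.116), except with array weights.

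Of the X-linked genes with a Y-linked partner, Kdm6a (listed as Utx) was higher in XX by 0.68 ± 0.07 in liver (limma adjusted p = 1e-09) and 0.65 ± 0.08 in adipose (1.28e-06). Eif2s3x was higher by 0.53 ± 0.08 (1.41e-05) and 0.57 ± 0.05 (1.83e-10). Ddx3x was higher in liver by 0.32 ± 0.07 (0.0212), a call lost under median centring, and was not called in adipose (0.48 ± 0.17, 0.313), except with slide as a block or array weights. Kdm5c (listed as Jarid1c) was tested in adipose and not called (0.28 ± 0.13, 0.478).

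Other called genes with the same sign in 6 of 6 strata were Ntrk2 and Dct in liver, higher in XX by 1.10 ± 0.16 (SE) (limma adjusted p = 1.2e-05) and 0.93 ± 0.17 (0.000935). The X-linked gene Hccs was lower in XX liver, with a difference of -0.76 ± 0.12 (4.7e-05). In adipose, Ptn was higher in XX by 0.85 ± 0.19 (0.0339) and Rps6kl1 by 0.67 ± 0.14 (0.0203). The call of Ptn was lost when any of 21 of the 55 arrays was left out, without the filter, and with the conflicting-label array taken as testosterone. That of Rps6kl1 was lost without background correction, without XX B replicate 1 (0.66) and without XX B replicate 3 (0.65).

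**Figure D3:**
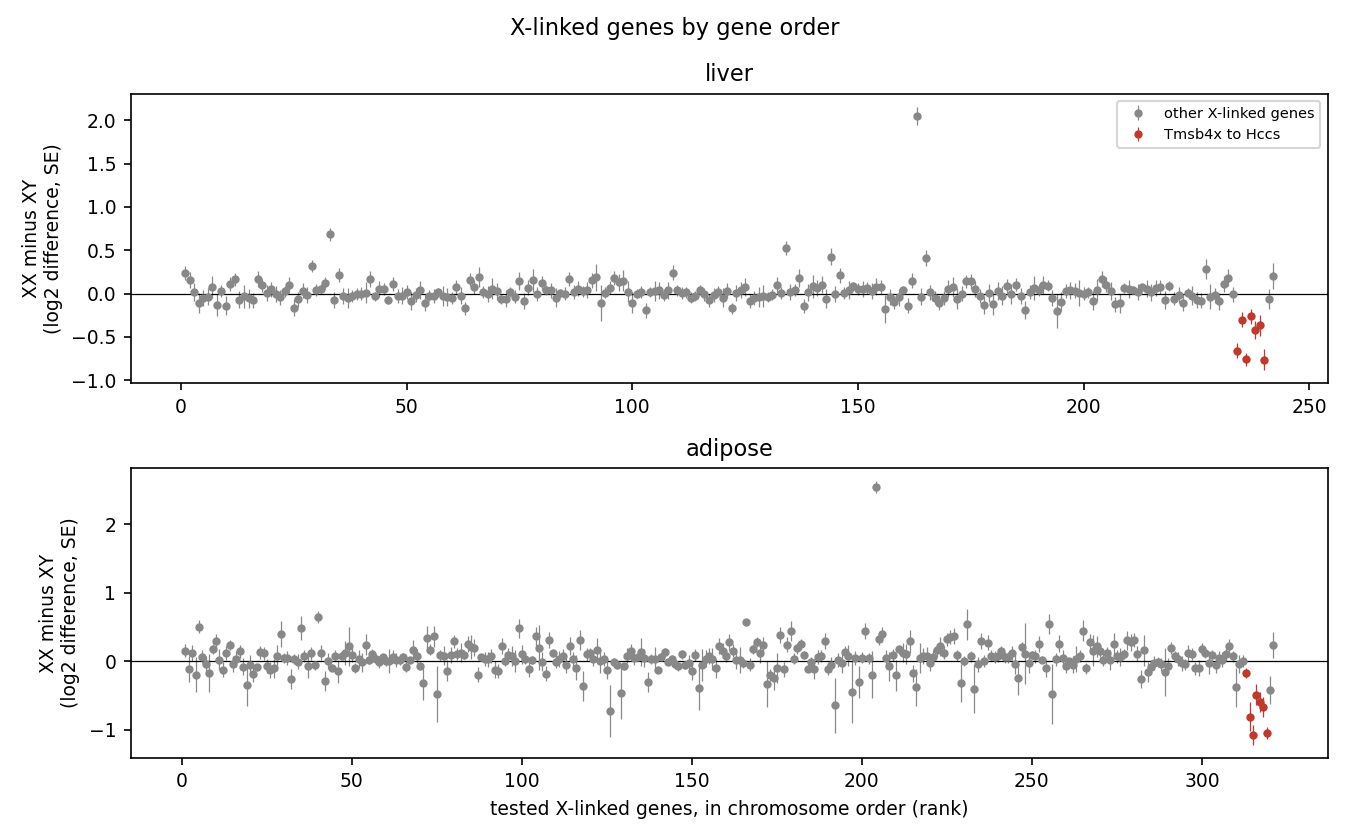
Points are the tested X-linked genes in chromosome order, with the log2 difference XX minus XY and its SE, for liver and adipose. The 7 genes from Tmsb4x to Hccs, in red, lie below 0 in both tissues, and the highest point of each panel is Xist, at 2.05 and 2.54.

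For the gonad contrast, all mice were without gonads from 75 days of age, so the comparison is between groups that had carried testes and groups that had carried ovaries. All groups that had carried testes also held the Sry transgene and the others did not. An effect of the transgene itself is therefore not separated from that of the gonad. In liver 62 of the 385 called probes were higher with Sry and 323 were lower. The largest differences are given here among called genes with the same sign in 6 of 6 strata. The largest increases were Nat8 (listed as Cml4) by 2.03 ± 0.15 (SE, limma adjusted p = 3.12e-15), Cyp2d9 by 1.57 ± 0.25 (7.4e-06) and Susd4 (listed as E430021N18Rik) by 1.46 ± 0.16 (8.22e-10). The largest decreases were Cyp3a41a (listed as Cyp3a41, -1.63 ± 0.16, 1.42e-11), Cxcl9 (-1.33 ± 0.11, 6.04e-13) and Gbp2b (listed as Gbp1, -1.27 ± 0.13, 1.19e-10). A1bg had a larger called decrease (-2.19, 5.94e-08), but not the same sign in every stratum. The same sign does not mean the same size. Cyp3a41a was 4.38 to 4.45 in the 4 testosterone groups, with 0% of testosterone arrays detected, and Cyp2d9 was 12.7 to 12.8 in them. Cyp3a41a, Cyp2d9 and Susd4 were also called for testosterone by gonad (limma adjusted p = 7.39e-07, 0.0162 and 0.00602). Their gonad differences were smaller with testosterone than with blank capsules. Cxcl9 was 7.90 ± 0.49 (SD, n = 30) with Sry and 9.23 ± 0.93 (SD, n = 30) without. Under median centring 232 probes were called in place of 385.

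In adipose 385 of the 1075 probes called for gonad were higher with Sry and 690 were lower, and 232 differed by 2-fold or more. The largest decreases were Wfdc2 (listed as 1600023A02Rik, -4.40 ± 0.40, SE, limma adjusted p = 2.36e-12), Ido1 (listed as Indo, -4.36 ± 0.28, 3.55e-17) and Tmprss2 (-4.25 ± 0.28, 7.33e-17). Ido1 was 6.88 ± 1.48 (SD, n = 28) with Sry and 11.3 ± 0.92 (SD, n = 27) without. The largest increases were smaller, with Rprml at 1.15 ± 0.16 (4.43e-07), Rab9b at 0.95 ± 0.14 (1.69e-06) and Sntg2 at 0.92 ± 0.14 (4.17e-06). All had the same sign in 6 of 6 strata. The adipose arrays also differed within groups in transcripts of skeletal muscle, lymph node and liver, and with scores of these as covariates 1461 probes were called.

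Testosterone changed 2162 liver probes, 925 higher and 1237 lower than blank, and 136 by 2-fold or more. The largest increases were Hsd3b5 (6.27 ± 0.36, SE, limma adjusted p = 7.65e-21), Cyp4a12 (6.11 ± 0.29, 1.26e-24) and the transcript listed as MGC25972 (5.89 ± 0.36, 1.47e-19). The largest decreases were Cyp2b13 (-6.77 ± 0.39, 1.09e-20), Cyp2b9 (-6.13 ± 0.30, 9.82e-24) and Cyp2b23 (listed as EG243881, -5.78 ± 0.25, 7.79e-26). All had the same sign in 4 of 4 genotypes. Hsd3b5 was 12.3 ± 0.42 (SD, n = 20) with testosterone and 6.02 ± 0.87 (SD, n = 20) with blank. Esr1 was lower, with a difference of -1.22 ± 0.14 (5.71e-10). Under median centring 1370 probes were called, and the share of higher ones was 16.5% in place of 42.8%.

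In adipose, testosterone changed 695 probes, 316 higher and 379 lower, and this count fell to 256 with slide as a block. Blank and testosterone arrays shared only some slides, so a difference between slides stays open for part of these probes. The largest increases were Hp (3.01 ± 0.16, SE, limma adjusted p = 1.84e-19), Il1r2 (2.24 ± 0.20, 1.82e-11) and Agt (2.23 ± 0.39, 0.000168). Hp and Agt are also transcripts of liver, which some adipose arrays contained, and with other-tissue scores as covariates their differences were 2.92 and 1.81, both still called. The largest decreases were Glycam1 (-3.41 ± 0.97, 0.0283), Elovl6 (-2.04 ± 0.30, 6.59e-06) and Lctl (-1.82 ± 0.20, 1.05e-08). The call of Glycam1 was lost with slide as a block and without XX B replicate 2 (-3.23). Glycam1 varied widely within groups, with SDs of 1.49 to 3.53 in the blank groups and 2.04 to 3.06 in the testosterone groups. The lymph node list had a median of -1.15 for testosterone. The difference of Glycam1 with other-tissue scores as covariates is not given here, so uneven tissue content stays open for it. Esr1 differed by -0.77 ± 0.18 (0.00763). Pgr (-0.11 ± 0.12, 0.658) and Greb1 (-0.25 ± 0.15, 0.366) were not called.

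Estradiol changed 772 liver probes, 402 higher and 370 lower. The largest increases were Lcn2 (2.50 ± 0.54, SE, limma adjusted p = 0.00146), Cyp17a1 (2.36 ± 0.26, 3.94e-09) and S100a8 (2.29 ± 0.31, 8.75e-07). The largest decreases were Cyp2b13 (-1.84 ± 0.39, 0.00121), Krt23 (listed as Krt1-23, -1.65 ± 0.25, 6.52e-06) and Acot3 (listed as Pte2a, -1.40 ± 0.28, 0.000734). The calls of Cyp2b13 and Acot3 were lost with slide as a block. Lcn2 was 10.2 ± 2.68 (SD, n = 20) with estradiol and 7.71 ± 1.18 (SD, n = 20) with blank. The rise varied between genotypes. From blank to estradiol, S100a8 went from 6.63 to 11.35 in XX, 5.65 to 6.20 in XXSry, 7.88 to 9.64 in XY- and 5.92 to 8.07 in XY-Sry. Lcn2 went from 7.83 to 12.81, 7.20 to 8.24, 8.94 to 10.51 and 6.88 to 9.30 in the same order. No interaction was called for either gene. The estradiol arrays include XY- E replicate 5, which lay with the testosterone arrays and had Lcn2 at 6.14. Without it 849 probes were called, 448 higher, and the differences of Lcn2, Cyp17a1 and S100a8 were 2.78, 2.50 and 2.50 and those of Cyp2b13, Krt23 and Acot3 -1.53, -1.75 and -1.26. Esr1 (0.27 ± 0.14, 0.262) was not called. Under median centring the median of all tested probes moved to -0.18 and 1392 probes were called, of which 8.55% were higher in place of 52.1%. The direction of small estradiol differences in liver therefore depended on the normalisation.

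In adipose, estradiol changed 3003 probes, 1521 higher and 1482 lower, and 450 by 2-fold or more. The largest increases were Akr1cl (listed as 4921521F21Rik, 6.29 ± 0.27, SE, limma adjusted p = 2.66e-23), Mmd2 (5.76 ± 0.30, 2.62e-20) and Adamts19 (3.74 ± 0.16, 2.66e-23). Akr1cl was 12.8 ± 0.51 (SD, n = 19) with estradiol and 6.39 ± 1.10 (SD, n = 17) with blank. The largest decreases were Cyp2f2 (-3.02 ± 0.17, 8.77e-19), Cidea (-2.87 ± 0.33, 3.32e-09) and Ucp1 (-2.38 ± 0.61, 0.00334). Ucp1 was not detected in any estradiol array, 5.11 ± 0.37 (SD, n = 19) against 7.63 ± 2.34 (SD, n = 17), so that it was at least 3.32-fold lower, and its call was lost with slide as a block. Greb1 rose by 3.30 ± 0.15 (1.09e-22), Pgr by 0.87 ± 0.12 (3.48e-07), and Esr1 differed by -0.83 ± 0.18 (0.000666).

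Interactions asked whether an effect differed between genotypes. For sex chromosome by gonad, testosterone by sex chromosome and estradiol by sex chromosome, limma called 0 probes in either tissue. At an unadjusted p under 0.05 there were 294, 180 and 326 probes in liver and 389, 1037 and 1163 in adipose, of 11317 and 14636 tested. The adipose estradiol by sex chromosome count was 389 with array weights. For testosterone by gonad, 14 probes were called in liver and 2 in adipose. For estradiol by gonad, 9 were called in liver and 119 in adipose, 37 higher and 82 lower with Sry.

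In liver, the smallest adjusted p for testosterone by gonad were those of A1bg (interaction 5.74 ± 0.68, SE, limma adjusted p = 1.27e-07) and Sult3a1 (2.89 ± 0.35, 1.27e-07). With blank capsules A1bg was 11.7 ± 1.52 (SD, n = 5) in XX and 11.3 ± 0.68 in XY- against 5.79 ± 0.69 in XXSry and 5.75 ± 0.45 in XY-Sry. With testosterone it was 4.62 to 5.09 in the 4 genotypes. It was detected in 10% of the testosterone arrays, and Sult3a1 in none of them. For estradiol by gonad, A1bg (4.85 ± 0.68, 2.65e-05) and Dct (2.87 ± 0.42, 2.65e-05) led. With estradiol A1bg was 9.12 ± 0.78 in XXSry and 9.32 ± 1.08 in XY-Sry, against 12.1 ± 0.66 in XX and 8.13 ± 2.97 in XY-, which includes the array that lay with the testosterone arrays. Without that array the interaction of A1bg was 4.41. Dct was 8.94 ± 0.72 in XX and 6.14 ± 0.73 in XXSry with blank and 9.06 ± 0.29 and 8.95 ± 0.14 with estradiol. The count of 9 moved to between 4 and 35 when single arrays were left out, with 4 without XXSry E replicate 4, XY- B replicate 5 or XX E replicate 1, 5 without XX B replicate 3, 14 without XY- E replicate 2, 17 without XY- B replicate 1, 18 without XY- E replicate 3 or XY- E replicate 4, 19 without XX E replicate 3 and 35 without XY- E replicate 5.

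**Figure D4:**
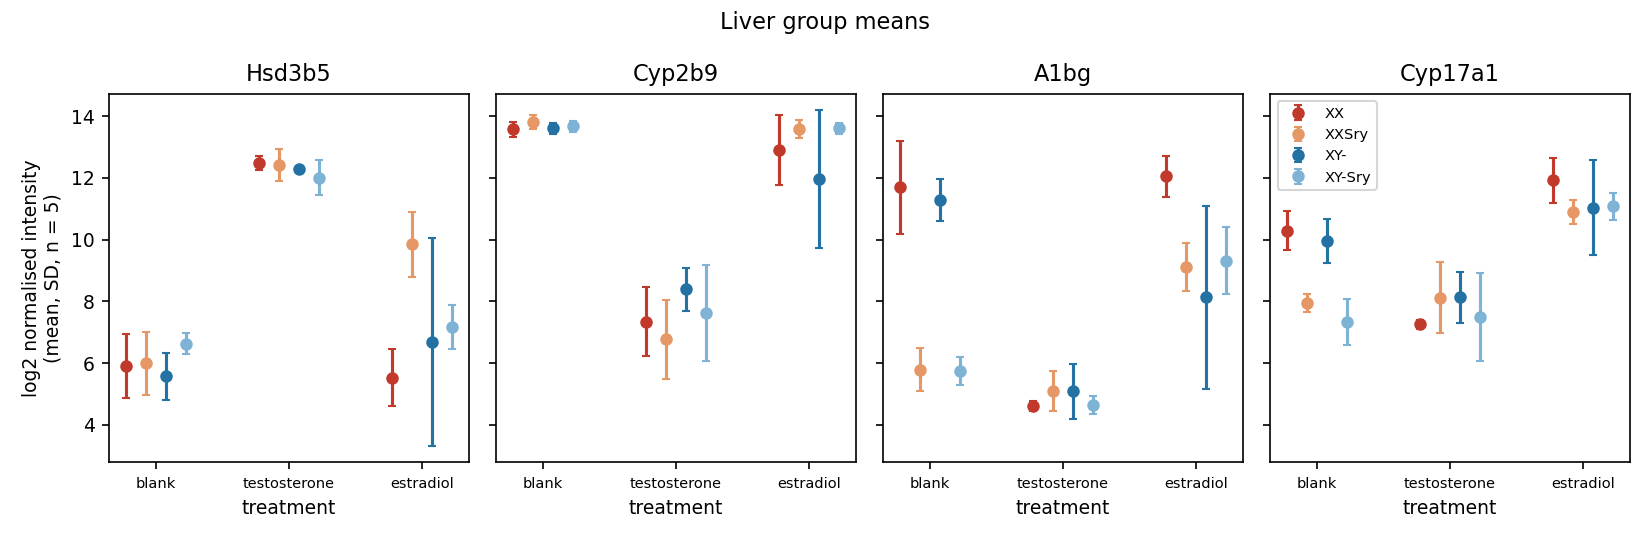
Points are means of log2 normalised intensity in liver with SD (n = 5 arrays) for each genotype and treatment. With blank capsules A1bg and Cyp17a1 are higher in XX and XY- than in XXSry and XY-Sry, for A1bg 11.7 and 11.3 against 5.79 and 5.75, while Hsd3b5 and Cyp2b9 part mainly by testosterone.

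In adipose, the 2 probes called for testosterone by gonad were Myl12a (listed as 2900073G15Rik, 0.99 ± 0.18, SE, limma adjusted p = 0.0222) and Upk3a (1.10 ± 0.22, 0.0441). The call of Upk3a was lost when any of 41 of the 55 arrays was left out, and that of Myl12a for 8. For estradiol by gonad, Phactr1 (listed as Rpel1, -1.93 ± 0.15, 1.76e-12) had the smallest adjusted p. Phactr1 was 6.73 ± 0.29 in XX E (SD, n = 5) and 6.69 ± 0.39 in XY- E (n = 5), and between 4.65 and 4.84 in the other groups.

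Lists of genes with known sex bias in liver were tested next. Of the 14 male-biased genes, 12 had a tested probe, with Cyp4a12a and Cyp4a12b on a shared probe, which left 11 probes. Of the 18 female-biased genes 11 were tested. Testosterone raised the male-biased list by a median of 1.80 and 11 of 11 probes were called (camera adjusted p = 5.55e-39). It lowered the female-biased list, with a median of -3.39 and 11 of 11 called (5.8e-35). With Sry, the male-biased list was higher by a median of 0.35 (3.05e-12), with 4 probes called over all tested probes and 7 adjusted over the list alone. The female-biased list was lower, with a median of -0.48 (5.5e-12), with 6 called over all probes and 6 adjusted over the list alone. The male-biased list was also called for sex chromosome at a median of 0.14 (0.0241), with 0 probes called by limma, of 472 probes at an unadjusted p under 0.05 among all tested, and 0 adjusted over the list alone. The female-biased list was not called (0.09, 0.0718). Estradiol moved neither list by camera, with medians of 0.05 (0.217) and -0.04 (0.829). The mean of the female-biased list was 0.03, opposite in sign to its median, and 5 of its probes were called, 2 higher and 3 lower. The calls of both lists for testosterone and gonad held under fry and under camera with an estimated correlation, and the sex chromosome call of the male-biased list held under neither (0.427 and 0.426). That call was also lost without XY- E replicate 1 (0.13), XY- E replicate 3 (0.13), XY- E replicate 4 (0.12), XX B replicate 4 (0.14) or XX E replicate 4 (0.13), and the female-biased list gained one without any of 12 of the 60 arrays (0.08 to 0.12). The median of the female-biased list moved most without the filter, to -1.87 for testosterone.

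In adipose, 13 of 18 mammary epithelium genes, 12 of 12 lymph node genes, 10 of 10 skeletal muscle genes and 10 of 10 adipocyte genes were tested. The mammary epithelium list was lower with Sry, with a median of -3.30 (camera adjusted p = 5.53e-51). In it 12 of 13 probes were called over all tested probes and 12 adjusted over the list alone. The adipocyte list was higher with Sry by a median of 0.30 (0.000177), with 4 probes called over all and 7 adjusted over the list alone. Estradiol lowered the adipocyte list, with a median of -0.35 (0.00419), 5 called over all and 6 adjusted over the list alone. The mammary epithelium call for gonad held under fry and under the estimated correlation, and the adipocyte calls for gonad and estradiol held under fry (0.000727 and 0.00141) and not under the estimated correlation (0.262 and 0.478). Camera also called the sex chromosome contrast for mammary epithelium (0.25, 0.00453), lymph node (-0.89, 0.000177) and adipocyte (0.13, 0.014). It called testosterone for mammary epithelium (0.21, 0.0182) and lymph node (-1.15, 0.00843), and estradiol for mammary epithelium (0.41, 0.0147). None of these 6 held under fry or under the estimated correlation. Without XX B replicate 2, both testosterone calls (0.14 and -0.86) and the estradiol call of mammary epithelium (0.31) were lost, and without XX B replicate 1 the sex chromosome call of the adipocyte list (0.0743). The skeletal muscle list was called for no contrast with all arrays, with medians of -0.17 for sex chromosome, -0.34 for gonad, 0.34 for testosterone and -1.07 for estradiol. It gained an estradiol call without XY-Sry B replicate 3 (-1.31), XXSry E replicate 1 (-1.25) or XY- E replicate 3 (-1.27). The lymph node list was not called for gonad, where its median of 0.06 and its mean of -0.20 differed in sign, nor for estradiol (-0.18). The adipocyte list was not called for testosterone (median -0.03, mean 0.01).

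**Figure D5:**
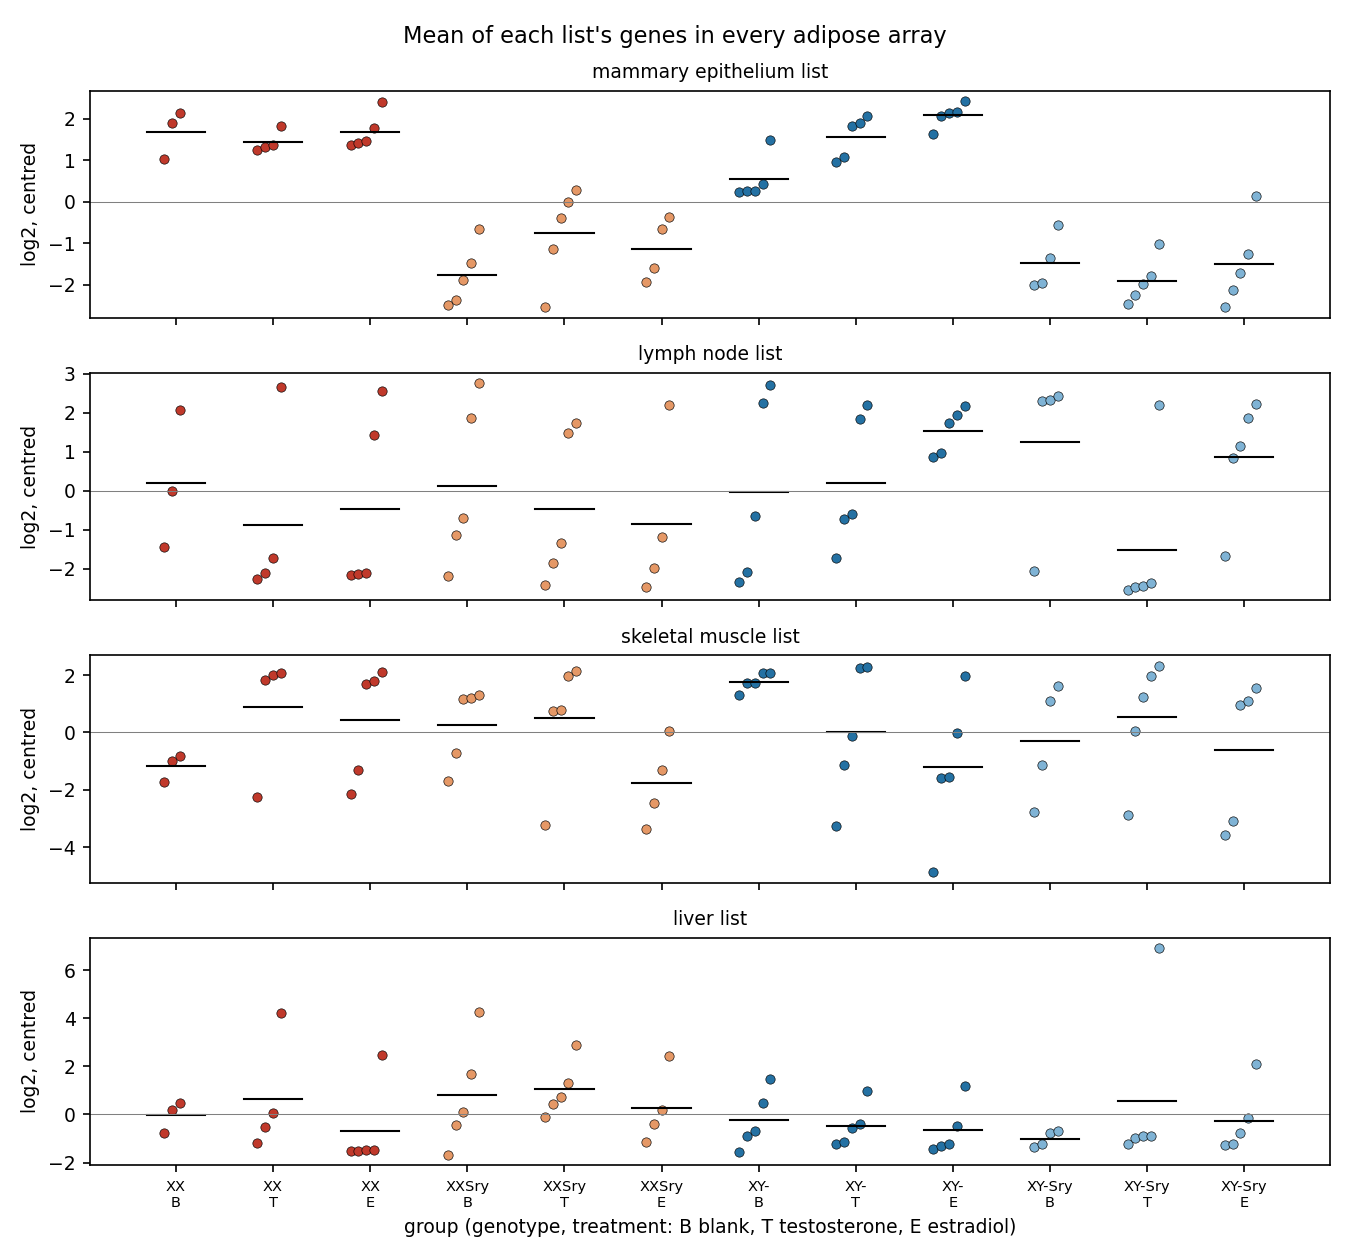
Points are adipose arrays, with the mean log2 intensity of each list's genes relative to the mean of all arrays, and lines are group means. The group means of the mammary epithelium score part the groups with Sry from those without, although some single arrays overlap. The other 3 scores spread widely within groups, up to 6.92 for liver in XY-Sry T replicate 1.

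The hormones share their blank arrays, so an overlap of their calls was set against simulations without any hormone effect. In liver 314 probes were called for both hormones, against a simulated mean of 319 (range 120 to 510). The same sign was seen in 78.0% of them, against a simulated 97.6% (range 75.0% to 100%). In adipose 409 probes were shared, against 333 (59 to 541), with the same sign in 93.9% against 98.4% (71.5% to 100%). The simulated probes were the top-ranked ones of data without effects, as many as were called, and not probes that passed an adjusted p. The simulation therefore cannot tell whether shared controls account for these overlaps. As a ratio, the alternative that moved an overlap most was slide as a block, with 145 probes in adipose.

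Calls were then compared between tissues over the 10761 probes tested in both, which were normalised separately. For sex chromosome, 10 probes were called in both against 0.0265 expected by chance (Fisher's exact test, two-sided, adjusted p = 9.68e-26), and 10 of 10 had the same sign. For gonad, 19 were called in both against 21.2 expected (0.732), and 8 had the same sign. For testosterone, 160 were called in both against 93.2 (3.03e-13), with the same sign in 117, or 73.1%. For estradiol, 280 were called in both against 145 (8.56e-33), with the same sign in 240, or 85.7%. Probes of a tissue are not independent of each other, so these p-values are descriptive. Some adipose arrays contained liver transcripts, and the overlaps were not computed with tissue scores as covariates. Liver RNA in adipose arrays therefore stays open as a source of part of the shared calls. With array weights 21 probes were shared for sex chromosome, and under median centring 64 for testosterone.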

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

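The counts over other splits of the arrays, slide as a block and leaving out each array were planned before the data were examined, while the use of slide as a block to weigh the interactions, and all other tests in this part, were chosen after the result was seen. In groups of 4 or 5 arrays, the raw median signal, the share of detected probes, Xist, Ddx3y and Eif2s3y were checked for an array far from the rest of its group. Of 115 such checks 8 found one, and chance gives about 1 in 20 groups, or 5.75 here (one-sided exact binomial p = 0.218), so that chance was not excluded for their number.

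The liver array labelled XY-Sry T replicate 5 lay far from its group in Xist, at 6.63 against 4.43 to 4.64 in the other 4 arrays. Its Eif2s3y of 4.53 lay within the range of XX arrays, 4.32 to 4.96, which argues against a mixture of XX and XY RNA as the source of its values. Its Ddx3y of 7.50 lay just above the XX arrays, 5.69 to 7.43, and below the other XY arrays, 9.09 to 10.4, so that a small share of XY RNA was not excluded. It had 38.1% of probes detected, within the range of the liver arrays, which argues against a dim array. Without it 21 probes were called for sex chromosome, and it lay nearer the XX mean in 18 of them, against 1 to 6 in the other 29 XY arrays. Arrays labelled XX that lay nearer the XY mean in Xist and in the Y-linked genes numbered 0, which argues against a swap with an XX array of these tissues. A single wrong label, or a swap with an array outside the series, is a candidate explanation. No biological explanation was tested.

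The adipose array XY-Sry T replicate 1 had Xist at 6.11, against 4.73 to 5.09 in its group. Its liver score, the mean of the liver list relative to all adipose arrays, was 6.92, and the highest in another XY array was 2.10. RNA of an XX animal mixed into this array could raise Xist, but the sex of the animal that gave the liver transcripts is not shown by the score, so that this explanation cannot be told apart from others. Its Y-linked genes lay with the XY arrays, with Eif2s3y at 8.55. No biological explanation was tested.

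The liver array XX T replicate 1 had Xist at 6.41, against 6.82 to 6.90 in its group, and lay within the range of all XX liver arrays, 6.35 to 7.40. The liver array XXSry E replicate 2 had Eif2s3y at 4.96, against 4.40 to 4.54, a probe that was not detected in XX liver arrays. The raw median signal of adipose XXSry B replicate 5 was 197, against 145 to 156 in its group, and that of XY-Sry B replicate 1 was 137, against 193 to 201. The share of detected probes was 40.3% in adipose XX T replicate 2, against 45.5% to 46.4%, and 40.4% in XY- T replicate 2, against 45.7% to 46.7%. The quantile normalisation removes a difference in overall signal. Each of these 4 adipose arrays was the only one of its group on its slide. The other arrays of the slide had a raw median of 181 to 205 for XXSry B replicate 5 and of 133 to 184 for XY-Sry B replicate 1, and detected shares of up to 43.2% for XX T replicate 2 and XY- T replicate 2, which shared a slide. After group means were removed, slides differed in the raw median (72.4% of its variance, permutation p = 1e-04) and in the detected share (55.3%, permutation p = 1e-04). A difference between slides is therefore a candidate explanation for these 4 values. For the Xist value of XX T replicate 1 and the Eif2s3y value of XXSry E replicate 2 no explanation was tested beyond the number that chance gives.

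The effect of testosterone in liver differed between groups with and without Sry for 14 probes. Among 100 splits of the arrays, the real one included, 3 gave at least as many, and another split gave 802 probes. The share of 3 in 100 is not adjusted over the contrasts, so that chance was not excluded. With slide as a block 24 probes were called, the 14 among them, which argues against a difference between slides. Of the 14 probes, 7 were detected in under 20% of the testosterone arrays. For these a level at background with testosterone, so that the interaction only restates the difference between gonads with blank capsules, cannot be told apart from a different response. The other 7 were detected in 20% or more of the testosterone arrays, which argues against background as their explanation. Among these Scara5, which like the other genes named here was chosen after its values were seen, was 7.80 ± 1.20 (SD, n = 5) in XXSry T and 6.91 ± 1.40 in XY-Sry T, and 4.67 and 4.79 in XX T and XY- T. Cyp2d9, Cyp17a1, Dct, Susd4 (listed as E430021N18Rik) and Insig2, also among the 7, differed between gonads with blank capsules and less with testosterone. Igfbp2, the last of the 7, was higher with Sry with blank capsules, 12.86 and 12.91 in XXSry B and XY-Sry B against 11.62 and 12.10 in XX B and XY- B, and lower with Sry with testosterone, 12.18 and 12.40 against 12.61 and 12.73. Cyp2d9 was 7.99 and 8.02 in XX B and XY- B and 10.9 in both XXSry B and XY-Sry B, and between 12.7 and 12.8 in the 4 testosterone groups. No biological explanation was tested for these probes.

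The effect of estradiol in liver differed between groups with and without Sry for 9 probes. Of 100 splits 1, the real one, gave as many, which argues against chance. With slide as a block 36 probes were called, the 9 among them, which argues against a difference between slides. The count was 4 without XXSry E replicate 4, XY- B replicate 5 or XX E replicate 1, 5 without XX B replicate 3, 14 without XY- E replicate 2, 17 without XY- B replicate 1, 18 without XY- E replicate 3 or XY- E replicate 4, 19 without XX E replicate 3 and 35 without XY- E replicate 5, the array that lay with the testosterone arrays. A biological difference between the gonad groups was not tested further.

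The effect of testosterone in adipose differed between groups with and without Sry for 2 probes. Of 100 splits 4 gave as many, the real one included, and another split gave 874. With slide as a block 1 probe was called, so that a difference between slides cannot be told apart from a difference between groups for so few probes. The count changed by more than 1.5 times when any of 42 of the 55 arrays was left out, and ranged from 0 to 2.

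The effect of estradiol in adipose differed between groups with and without Sry for 119 probes. Of 100 splits 1, the real one, gave as many, which argues against chance. With slide as a block 147 probes were called, 116 of the 119 among them, which argues against a difference between slides. Of the 82 probes with a lower response in groups with Sry, all outside the mammary list, 54.9% followed the mammary epithelium score within groups, against 4.92% of probes not called. An estradiol response of mammary epithelium that only groups without Sry hold may explain part of these probes, and a different response of the same cells stays open and was not tested.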

How the results depend on the processing

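The tests with other-tissue scores as covariates and those without the liver array at odds with its treatment were chosen after seeing the data, and the other alternatives were planned before the data were examined. Of 54 results that answer a comparison, 26 kept their direction, their side of the threshold and, for counts, a size within 1.5 times under every alternative that was run. Of 77 values of named genes 66 did. No called result reversed. Over single alternatives, 481 values of comparisons and 816 of genes stayed the same. Of the other values of comparisons 54 moved, 5 passed the threshold only under an alternative and 9 lost it, and of the gene values 3 passed it and 18 lost it.

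Under median centring, the counts were 232 for liver gonad, 1370 for liver testosterone, 1392 for liver estradiol, 306 for adipose testosterone, 1936 for adipose estradiol and 0 for adipose testosterone by gonad (limma, 623 at an unadjusted p under 0.05 with quantile normalisation). The variance shares were 2.26% for sex chromosome and 2.03% for gonad in liver and 3.71% for gonad and 9.35% for treatment in adipose. The hormones shared 168 adipose probes, and the tissues shared 8 for gonad and 64 for testosterone. The male-biased list lost its sex chromosome call at 0.17 and gained an estradiol call at 0.0339, and the skeletal muscle list gained one for estradiol at -1.14. Of the liver estradiol calls 488 were shared with quantile normalisation. The median of all liver probes moved to -0.18 for estradiol, 0.12 for testosterone by gonad and 0.13 for estradiol by gonad, which shifts the direction of small differences. The cause of the other changes was not tested.

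Without the filter, which tests more probes, liver estradiol by gonad gave 4 probes and adipose testosterone by gonad 1. The shares were 2.02% for gonad and 7% for treatment in liver and 3.46% and 8.47% in adipose, and the male-biased list lost its sex chromosome call at 0.13. With detection in 50% of arrays, which tests fewer probes, that list lost its call at 0.21, adipose testosterone by gonad gave 1 and estradiol by gonad 44, and the tissues shared 6 probes for sex chromosome. Without background correction adipose testosterone by gonad gave 1, and the cause was not tested.

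With slide as a block, liver testosterone by gonad gave 24 and estradiol by gonad 36, adipose testosterone 256 and testosterone by gonad 1. The hormones shared 145 adipose probes, the tissues shared 34 for gonad and 67 for testosterone, and the lymph node list lost its testosterone call at -0.91. With array weights, liver testosterone by gonad gave 26 and estradiol by gonad 36. In adipose, sex chromosome gave 1148, testosterone 1064, estradiol by sex chromosome 389 and estradiol by gonad 274. The hormones shared 683 adipose probes, and the tissues 21 for sex chromosome, 40 for gonad and 261 for testosterone. The female-biased list gained a sex chromosome call at 0.13, and the mammary epithelium list lost its estradiol call at 0.28. The cause was not tested for either setting, except for adipose sex chromosome, where array weights with tissue scores gave 21.

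With only the compared arms, which leaves fewer arrays in the fit, liver testosterone by gonad gave 24 and estradiol by gonad 3, adipose testosterone 450 and testosterone by gonad 0. Without the array with conflicting labels, adipose testosterone by gonad gave 1. Without the liver array XY- E replicate 5, which lay with the testosterone arrays, liver estradiol by gonad gave 35. With tissue scores as covariates, adipose testosterone gave 1114, testosterone by gonad 1 and estradiol by sex chromosome 14. The cause was not tested.

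When each array was left out in turn, liver estradiol by gonad ranged from 4 to 35, and adipose testosterone by gonad from 0 to 2. Adipose sex chromosome ranged from 16 to 65, with 31 without XY-Sry B replicate 2, 65 without XXSry B replicate 5 and 54 without XY- B replicate 5. Adipose estradiol by sex chromosome ranged from 0 to 1, with 1 without XY-Sry T replicate 1. For sex chromosome the male-biased list ranged from 0.12 to 0.20 and lost its call without XY- E replicate 1 (0.13), XY- E replicate 3 (0.13), XY- E replicate 4 (0.12), XX B replicate 4 (0.14) or XX E replicate 4 (0.13). The female-biased list ranged from 0.0182 to 0.122 and gained a call without any of 12 of the 60 arrays. The adipocyte list ranged from 0.0743 to 0.182 for sex chromosome and lost its call without XX B replicate 1 (0.0743). Without XX B replicate 2, calls were lost for testosterone in the mammary epithelium list (0.14, range 0.14 to 0.32) and the lymph node list (-0.86, range -1.49 to -0.86) and for estradiol in the mammary epithelium list (0.31, range 0.30 to 0.47). The skeletal muscle list ranged from -1.31 to -0.79 for estradiol and gained a call without XY-Sry B replicate 3 (-1.31), XXSry E replicate 1 (-1.25) or XY- E replicate 3 (-1.27). The cause was not tested.

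No paired analysis was possible because the labels give no replicate numbers, and arrays that shared a slide were compared only through slide as a block. Signal over background limits the dim probes. The median detected share was 35.9% in liver and 45.6% in adipose, and differences of probes near background are understated. With covariates the list medians were not computed, since the lists make up the scores.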

Other observations

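The counts over other splits and shuffles, and the test of array weights with tissue scores, were set before their results were seen, and all other tests in this part were chosen after the result was seen. Each count below is over 100 splits of the arrays, or shuffles of the group labels, the real one included.

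None of the counts of splits or shuffles is adjusted over the contrasts, factors or lists. For the number of called liver probes, 1 split was as large for sex chromosome, 1 for gonad, 1 for testosterone and 1 for estradiol, which argues against chance. In adipose the numbers were 3 for sex chromosome, 1 for gonad, 2 for testosterone and 1 for estradiol, and another split gave 728 probes for testosterone against the real 695 and 434 for sex chromosome against the real 20. For sex chromosome by gonad, testosterone by sex chromosome and estradiol by sex chromosome, where limma called 0 probes in both tissues (at an unadjusted p under 0.05, 294, 180 and 326 in liver and 389, 1037 and 1163 in adipose), all 100 splits were as large, which follows from a count of 0. For the shares of variance, 75 shuffles were as large for sex chromosome, 3 for gonad and 1 for treatment in liver, and 29, 2 and 1 in adipose. With quantile normalisation, this argues against chance for gonad and treatment and not for sex chromosome.

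For the size of a list's median in liver, 18 splits were as large for the male-biased and 57 for the female-biased list for sex chromosome, 3 and 2 for gonad, 1 and 1 for testosterone, and 81 and 94 for estradiol. In adipose, for the mammary epithelium, lymph node, skeletal muscle and adipocyte lists in that order, the numbers were 20, 16, 77 and 14 for sex chromosome, 1, 87, 54 and 1 for gonad, 33, 20, 68 and 60 for testosterone, and 11, 75, 16 and 2 for estradiol. These counts argue against chance for both liver lists for gonad and testosterone and for the mammary epithelium list for gonad. They also do so for the adipocyte list for gonad and estradiol. Its calls did not hold under camera with an estimated correlation (adjusted p = 0.262 and 0.478), so chance was not excluded for them. Chance was also not excluded for the others, among them the sex chromosome differences that camera called.

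Of the X-linked genes called lower in XX in a tissue, Tmsb4x, Tlr7, Arhgap6 and Hccs lie near each other in gene order. These and the genes between them were chosen after their values were seen. In 100000 random draws of as many of the 331 tested X-linked genes, a share of 3e-05 lay as close, which argues against scattered genes that neighbour each other by chance. The 3 uncalled genes among them, Tlr8, Prps2 and Msl3 (listed as Msl31), were all lower in XX in both tissues, against 18.2% of 225 other X-linked genes tested in both. Tlr7 differed by -0.76 ± 0.08 (SE) in liver and -1.08 ± 0.14 in adipose, and Hccs by -0.76 ± 0.12 and -1.05 ± 0.08. An extra copy of an X segment in the XY animals is a candidate explanation, and the genome of the animals was not analysed here.

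The adipose arrays differed within groups in transcripts of other tissues. After the group means were removed, the mean correlation between the genes of a list was 0.894 for skeletal muscle, 0.922 for lymph node and 0.873 for liver, and the highest of 99 random lists was 0.117, 0.123 and 0.122. The mean level of the list ranged over arrays from 6.85 to 14.1 for skeletal muscle, from 5.46 to 10.8 for lymph node and from 5.12 to 13.7 for liver. Of the tested genes, 6 of 10, 1 of 12 and 1 of 10 were detected in all adipose arrays. Skeletal muscle tissue, lymph node tissue and liver RNA in some arrays may explain these differences. In XY-Sry T replicate 1, Apoa1 was 14.6 and Alb1 11, against medians of 14.4 and 11.4 in liver arrays, which were normalised separately, while its adipocyte list stayed at 11.9 within a range of 10.6 to 12.3. The liver score without group means differed between slides (35.2% of its variance, permutation p = 0.0063), so that a difference between slides stays open as a source.

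The adipose sex chromosome contrast called 1148 probes with array weights and 20 without. With array weights and the skeletal muscle, lymph node and liver scores as covariates it called 21. Uneven content of these tissues in the pads may therefore explain the larger count.

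Many adipose probes were lower in groups with Sry. Of the 678 called lower outside the mammary list, 47.5% followed the mammary epithelium score within groups (correlation over 0.3), against 3.14% of the probes not called. The median correlation of the called probes, 0.286, lay near this cut, against 0.0117 in the probes not called. With skeletal muscle, lymph node and liver scores as covariates, 684 of the 690 probes called lower stayed called lower, which argues against those tissues as the source. Less mammary epithelium in the fat pad of groups with Sry may explain part of the difference, and of the 13 tested genes of that list 0 were detected in every adipose array. Of the 10 adipocyte genes 9 were. A change in the same cells stays open and was not tested.

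The liver array labelled XY- E replicate 5 showed the profile of testosterone arrays. In a fit without it, 2332 probes were called for testosterone against estradiol, and it lay nearer the testosterone mean in 82.4% of them. The share was 19.5% to 42.5% in the other estradiol arrays of liver and 53.4% to 86% in the testosterone arrays. Its Cyp2b9 was 8.31, against 10.89 to 13.87 and 5.56 to 9.20, while its Xist of 4.46 and Eif2s3y of 8.08 lay with the XY arrays. It lay nearer the testosterone than the blank mean in 81.5% of the probes called for testosterone, which argues against a lost response to the capsule. It had 37.03% of probes detected, within the range of the other liver arrays, 31.8% to 41%, which argues against a dim array. Liver arrays labelled testosterone with the profile of estradiol numbered 0, which argues against a swap within the liver series. A single wrong treatment label, or a sample of a testosterone animal, is a candidate explanation. A biological explanation was not tested.

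For the adipose array XX E replicate 1 the label fields disagree. It lay nearer the testosterone mean in 30.9% of the probes called for testosterone against estradiol, below all adipose testosterone arrays, 41.8% to 85.3%, which argues against a sample of a testosterone animal. In this measure 5 adipose arrays passed 50% on the side of the other hormone, and each was most correlated with an array of its own label, so that no adipose array was at odds by both measures.

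In adipose, Eif2s3y was 6.41 in XXSry B replicate 3, 6.51 in XXSry B replicate 4 and 5.83 in XX T replicate 2, against a mean of 4.94 over the 26 XX arrays.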
